A study of Gallus gallus with 858 samples. Its data were reported in "Sox8 remodels the cranial ectoderm to generate the ear" (2022).

How the data were processed

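Counts per gene and cell came from the table deposited by the authors, who trimmed reads with Cutadapt 2.10, aligned them with HISAT2 2.2.1 to the chick assembly galGal6 with a GFP sequence added, and counted with HTSeq 0.12.4 and SAMtools 1.10. No read was processed again. The table held 24356 genes and 858 cells, with 288, 284 and 286 at ss8, ss11 and ss15. SmartSeq2 reads carry no molecular identifier, so counts include PCR copies, and the exact Poisson and binomial 95% intervals cover counting error only. They leave out the differences between embryos, sorts and library plates. SmartSeq2 also does not mark the strand, so genes that overlap on opposite strands cannot be told apart. The stages, comparisons, markers, gene lists, the rule for the genes to name and most alternatives were fixed before the data were examined. The marker limits for naming a cluster, the counting of otic and epibranchial markers towards the placodal class and the joining of near-identical libraries were set later, with the table at hand.

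Genes were given by Ensembl identifier. Symbols were taken from identifier and symbol pairs in the authors' own tables, used as nomenclature only, which named 332 identifiers. Named genes are therefore drawn from a small set, biased towards genes that differed in the study's bulk comparisons, and genes of other kinds could not be named. No mitochondrial identifier was among the pairs, so the study's limit of 6% mitochondrial reads was not applied. Of the 117 genes of the study's modules, 32 had an identifier. Of 16 planned pairs of an otic and an epibranchial gene, 4 could be formed, from SOX8 and LMX1A with TFAP2E and NELL1. PAX2, ZBTB16, FOXI3, TFAP2A and SOX13 were not analysed here.

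Cells with at least 1000 genes and 500000 counted reads were kept, which were 273 of 280 at ss8 (97.5%, 94.9 to 99.0), 262 of 284 at ss11 and 246 of 286 at ss15. Libraries with at least 20000 reads each and a correlation of log2 CPM plus 1 above 0.95 were taken as the same cell. Their counts were added and kept as 1 cell. Chi-square per degree of freedom between such libraries was compared with that of 100 random pairs.

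All kept cells were clustered together on 2000 genes, ranked by variability within each stage, as log2 of CPM plus 1. Leiden clustering used 30 principal components, 15 nearest neighbours, resolution 1 and a fixed seed (scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2). A marker counted for a cluster when it was at least 2-fold above the other cells and detected at 10 CPM in at least 20% of the cluster. A class needed at least 3 markers and more than any other class. Placodal markers were DLX3, DLX6 and GATA3, with the otic markers SOX8, SOX10, LMX1A, SOHO-1 and DACT2 and the epibranchial markers TFAP2E, NELL1, PDLIM1, VGLL2, PRDM1, ISL1, KRT18 and UPK1B counted towards the placodal class. Neural crest markers were PAX7, FOXD3, TFAP2B, DRAXIN, RXRG and EDNRB. No neural marker and 2 mesoderm markers (TWIST1, SIM1) had an identifier, so clusters of those tissues stayed unnamed. Doublets were not removed, because the sort had gated single cells. Cells with at least 4 of the 6 neural crest markers and 2 of the 3 placodal markers numbered 2 of 93, 2 of 155 and 1 of 160 placodal-like cells at ss8, ss11 and ss15, and 0 of 60, 51 and 40 neural crest-like cells.

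The 408 placodal-like cells (93, 155 and 160 at ss8, ss11 and ss15) were divided into 5 clusters by Ward's linkage on z-scores of the module genes, and named from otic and epibranchial markers by the same rule. The modules had been chosen by the study on these same cells.

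For each comparison counts were summed over the cells of a group and scaled to CPM, and log2 folds were taken after adding 1 CPM. A gene was measured with at least 20 CPM and detection in at least 20% of cells in 1 of the groups. The 10 highest and 10 lowest genes with a symbol were named, and against ss8 every plate had to lie on the same side. A gene among the 10 lowest at ss11 against ss8 is not reported here by name, though counts and medians over the 10 include it. In the otic-like and epibranchial-like comparison a gene needed a 2-fold difference in the same direction at ss11 and ss15, and the 10 with the largest smaller fold were named on each side. In the stage comparisons SOX8, LMX1A, TFAP2E, NELL1, SOX10, SOHO-1 and GATA3 were given whatever their value. Between otic-like and epibranchial-like cells only GATA3 was, since the others defined the classes. Genes measured with a symbol numbered 121 at ss11 against ss8, 110 at ss15 against ss11 and 123 at ss15 against ss8. TMM factors came from edgeR 4.0.16 in R 4.3.3.

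List medians were placed among 10000 random lists matched on size and mean expression (20 bins), as a description of these libraries and not a test. A list stood apart outside their central 95%. The bulk otic list (103 genes), the bulk epibranchial list (319) and 7 of 16 epithelial junction genes had identifiers, and lists with fewer than 4 measured members were left out. For co-detection each cell was thinned without replacement to 500000 reads, and at least 5 reads counted as detection.

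The procedure was tried on simulated cells. For each comparison both groups were drawn from the mean and spread of every gene in ss11 placodal-like cells, with the real cell numbers and read totals. Plates, batches, cluster mix and stage differences in complexity were not simulated, so the rates below leave out errors from those sources. Among 6479 genes, 200 were given a change. At a log2 change of 1 the direction was right for 100% of them at ss11 against ss8, 99.0% at ss15 against ss11 and 96.0% for otic-like against epibranchial-like cells, and of unchanged genes 1.78%, 0.764% and 6.00% differed 2-fold or more. Other software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.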

Results

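The series followed the cranial ectoderm of the chick while the ear is set apart from neighbouring sense organs. Embryos were electroporated with a Pax2E1-EGFP reporter plasmid. In it an enhancer of Pax2 drives green fluorescent protein in otic-epibranchial progenitors and in the placodes that arise from them. Such progenitors are cells that can form the ear or the epibranchial ganglia. EGFP-positive cells were sorted singly, and each cell gave 1 SmartSeq2 library, which samples full-length transcripts. Embryos had 8 to 9 somites (ss8, progenitor stage), 11 to 12 somites (ss11, early placode) or 14 to 15 somites (ss15, late placode). In ss8, 8 pairs of libraries from neighbouring columns of the same plate were near-identical. Their correlation across genes was 0.996 to 0.998, against 0.880 at most for any other pair of cells. The members of a pair differed by 1.25 to 1.72 chi-square units per degree of freedom, where sampling noise alone gives 1, and 100 random pairs of other ss8 cells had a median of 65.2. Each pair was counted as 1 cell, which left 280 ss8 cells and 850 in all.

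Minimum limits of 1000 genes and 500000 counted reads left out 7 of 280 ss8 cells, 22 ss11 cells and 40 ss15 cells, so that 92.3% of ss11 cells (95% interval 88.5 to 95.1) and 86.01% of ss15 cells (81.4 to 89.8) were kept. Kept cells held 554829 to 7343424 counted reads at ss8, 508895 to 1795296 at ss11 and 507328 to 1763983 at ss15. The median cell at ss8 had 7456 genes detected, against 4999 at ss11 and 4863 at ss15. With every cell thinned to 500000 reads these medians were 7207, 4845 and 4738, so the gap was not set by depth alone. The 50 most abundant genes took 15.5% of the reads of the median ss8 cell, 23.7% at ss11 and 23.2% at ss15. Under stricter limits of 2000 genes and 1000000 reads, 81.8%, 51.4% and 25.9% of cells were kept. No embryo is named in the labels, so each stage stood as 1 sample and no test between stages was possible. All intervals are exact 95% intervals that cover counting error only. Stage also went with the sort, and by the study's methods the ss8 cells were read on another sequencer with single-end reads, whereas the series description gives the same instrument and paired ends for all cells. Either way, batch and stage cannot be told apart in any comparison with ss8. The ss11 and ss15 cells shared a sequencer and read layout in both accounts but came from separate sorts.

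Placodal-like cells made up a smaller share of the sorted cells at ss8 than later. Placodal-like clusters were recognised by genes such as GATA3, DLX3, DLX6, SOX8, SOX10, LMX1A, SOHO-1, TFAP2E, NELL1 and ISL1. They held 34.1% of ss8 cells (93 cells, 28.5 to 40.02), 59.2% of ss11 cells (52.9 to 65.2) and 65.04% of ss15 cells (160 cells, 58.7 to 70.99). The 3 ss8 plates gave 35.3%, 39.4% and 27.7%. Neural crest-like clusters, recognised by PAX7, FOXD3, TFAP2B, DRAXIN, RXRG and EDNRB, held 21.98% of ss8 cells (17.2 to 27.4), 19.5% of ss11 cells (14.9 to 24.8) and 16.3% of ss15 cells (11.9 to 21.5). An unnamed cluster in which EDNRB was the sole marker past the limit, cluster 3, took 35.5% of ss8 cells (29.9 to 41.5). None of its cells came from later stages: 0 ss11 cells has an upper bound of 1.398%, and 0 ss15 cells one of 1.49%. Unnamed cluster 5, with PAX7 and DRAXIN, held 4.76%, 16.4% and 13.8% of the cells of the 3 stages in order. Unnamed cluster 9, with the mesoderm markers TWIST1 and SIM1, held 3.66%, 4.96% and 4.88%. At a finer clustering (resolution 2) the placodal-like share was 33.7% at ss8, 48.5% at ss11 and 52.8% at ss15. These shares also depend on the EGFP gate of the sort. Among cells with at least 5 GFP reads in 500000, the placodal-like share was 37.6% at ss8, 89.1% at ss11 and 85.4% at ss15.

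**Figure D1:**
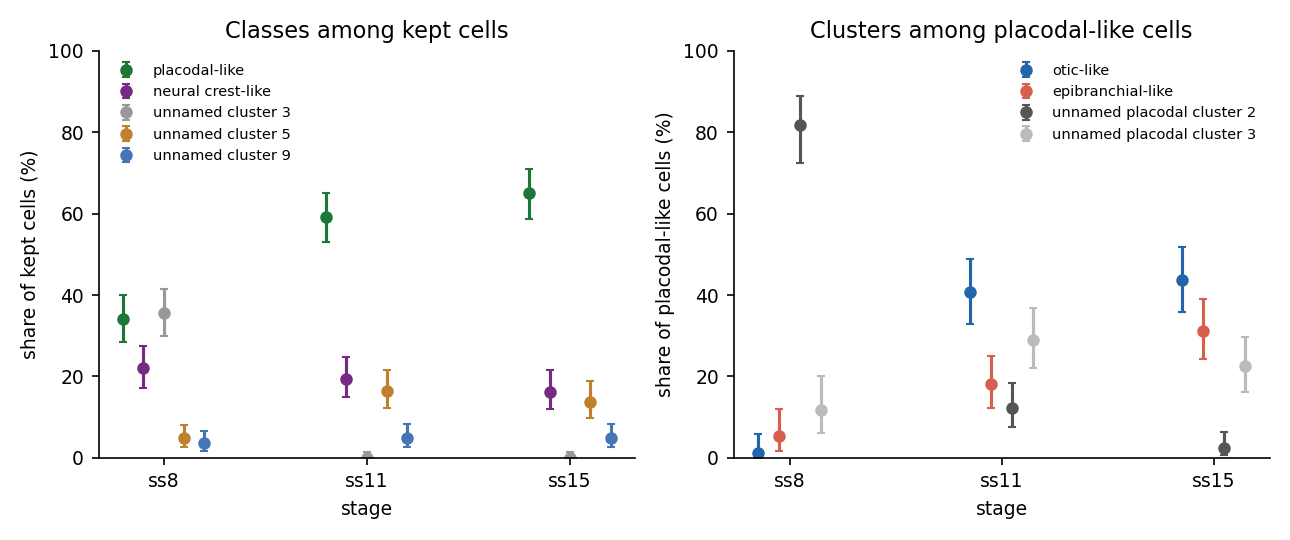
Share of kept cells in each class (left) and share of placodal-like cells in each placodal cluster (right), in percent, at the 3 stages. Points are shares and bars exact 95% binomial intervals for counting error only. The placodal-like share was 34.1% at ss8 and 65.04% at ss15, and the otic-like share of placodal-like cells was 1.08% at ss8 and 43.8% at ss15.

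The next question was when otic-like and epibranchial-like cells can be told apart among the placodal-like cells. Clustering on the measurable genes of the study's modules gave 5 clusters. A pair of clusters was otic-like, by SOX8 and SOX10 with SOHO-1 or LMX1A. A further cluster was epibranchial-like, by TFAP2E, NELL1, PDLIM1, VGLL2, ISL1 and UPK1B. Otic-like cells were 1 of 93 placodal-like cells at ss8 (1.08%, 0.0272 to 5.85), 63 cells at ss11 (40.6%, 32.8 to 48.8) and 70 of 160 at ss15 (43.8%, 35.9 to 51.8). Epibranchial-like cells were 5 of 93 at ss8 (5.38%, 1.77 to 12.1), 28 cells at ss11 (18.1%, 12.4 to 25.04) and 50 of 160 at ss15 (31.3%, 24.2 to 39.04). Most ss8 cells lay in unnamed placodal cluster 2, which held 81.7% of them (72.4 to 88.98), 12.3% of ss11 cells (7.54 to 18.5) and 4 of the 160 ss15 cells (0.685% to 6.28%). Unnamed placodal cluster 3, which passed the limit for no marker, held 11.8%, 29.03% and 22.5%. The genes that define these clusters also differ between stages, and a cluster that is mostly ss8 can reflect that sort and sequencer as well as a cell state. With 2000 variable genes in place of the module genes, the otic-like share at ss15 was 21.9% and no cluster met the naming rule for epibranchial-like cells.

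Within the placodal-like class the SoxE transcription factor genes SOX8 (ENSGALG00000005263) and SOX10 (ENSGALG00000012290) were higher at ss11 than at ss8. SOX8 was at 158.7 CPM (counts scaled to the same total per group) against 31.4 (log2 fold 2.30, 2.24 to 2.36), and SOX10 at 321 against 36.8 CPM (3.09, 3.04 to 3.14). The homeobox gene SOHO-1 (ENSGALG00000015599) was at 117.6 against 8.10 CPM (3.71). Its values in the 3 ss8 plates ran from 2.96 to 18.5 CPM, and without plate 3 the log2 fold was 4.63. The TEAD cofactor gene VGLL2 (ENSGALG00000014917) was at 32.3 against 0.599 CPM (4.38). The LIM-homeodomain gene ISL1 (ENSGALG00000014884), marking sensory neuron progenitors, was at 77.2 against 13.8 CPM (2.40). The growth factor gene FGF18 (ENSGALG00000002203) was at 73.3 against 9.80 CPM (2.78). Also higher were SPIK5 (ENSGALG00000031496; 492 against 19.9 CPM, log2 fold 4.56, or 5.19 without ss8 plate 2), the zinc finger repressor gene SNAI1 (ENSGALG00000008018; 1.94), EMP1 (ENSGALG00000011803; 1.93) and the myosin light chain gene MYL4 (ENSGALG00000000585; 1.62). SOX8, SOX10, SOHO-1, VGLL2 and ISL1 helped to name the placodal-like clusters, which were clusters 1, 2 and 7 at ss11 and almost wholly cluster 6 at ss8. SOX8 and SOX10 were also higher at ss11 than at ss8 in neural crest-like cells, with SOX8 at 116.7 against 15.7 CPM. The difference was therefore not particular to the placodal-like class. Neural crest-like cells too came from different clusters, with 57 of 60 in cluster 8 at ss8 and 49 of 51 in cluster 4 at ss11. In neither class can stage be told apart from batch.

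Lower at ss11 were SP5 (ENSGALG00000034094), a transcriptional target of Wnt signalling, at 3.67 against 98.1 CPM (log2 fold -4.41, -4.53 to -4.29), and the SoxC factor gene SOX4 (ENSGALG00000036497) at 3.596 against 83.7 CPM (-4.20, -4.33 to -4.08). MARCKSL1 (ENSGALG00000032335), encoding an actin-regulating protein, was at 16.1 against 234.96 CPM (-3.79). The homeobox gene IRX1 (ENSGALG00000030991) was at 15.5 against 166.7 CPM (-3.35), and the metalloprotease gene ASTL (ENSGALG00000037220) at 303 against 1803 CPM (-2.57). RRS1 (ENSGALG00000030890), with a role in ribosome assembly, gave -2.32, and the serum response factor gene SRF (ENSGALG00000032029) -2.03. RIPPLY3 (ENSGALG00000054080) gave -1.97 and the homeobox gene DLX6 (ENSGALG00000023195), a placodal marker, -1.80. Among the genes followed throughout, LMX1A (ENSGALG00000003424) was at 80.99 against 75.2 CPM (0.11), NELL1 (ENSGALG00000003777) at 94.7 against 95.6 CPM (-0.014), GATA3 (ENSGALG00000029270) at 138.7 against 161.1 CPM (-0.21) and TFAP2E (ENSGALG00000039497) at 23.5 against 35.5 CPM (-0.58), and the TFAP2E values of the 3 ss8 plates ran from 16.7 to 65.2 CPM (0.0091 without plate 3). Leaving out ss8 plate 1, 2 or 3 moved 13, 18 or 15 of 24 folds of picked or followed genes outside their counting intervals. The 20 genes picked could not change direction, since the picking rule required every plate to lie on the same side. Genes with no symbol in the tables used here went further. ENSGALG00000037178 was at 70.6 against 0.0243 CPM, from 3 reads at ss8 (ratio 2905, 994 to 14089), and ENSGALG00000036956 at 11542 against 243.6 CPM. ENSGALG00000027980 was at 1.90 against 121.9 CPM and ENSGALG00000039032 at 1.22 against 81.04 CPM. The median log2 fold of all 7479 genes measured was -0.24, or -0.14 with TMM scaling. Of the 20 genes picked, 13 were picked again over all kept cells and 10 within unnamed placodal cluster 2. The 7 of the 10 lower genes that were measurable in neural crest-like cells were lower there too, with a median log2 fold of -3.23.

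Of the lists set against matched random lists, the study's bulk epibranchial genes stood above at ss11 against ss8, with 56 measured members higher and 56 lower (median log2 fold 0.016, percentile 99.87). Its leading members were SPIK5, VGLL2, FGF18 and, in the other direction, ASTL. The position was high because the random lists lay below 0, and with thinned cells it was within their central 95% (median -0.090). The bulk otic genes did not stand apart, with 7 of 19 higher and 12 lower (median -0.56, percentile 5.74). MARCKSL1 and RRS1 were lower and SOX10 and SOX8 higher. Epithelial junction genes did not stand apart either (5 of 6 higher, median 0.22, percentile 90.06). Among them the E-cadherin gene CDH1 (ENSGALG00000000608) was at 93.4 against 196.5 CPM (-1.07), and the desmosomal genes DSG2 (ENSGALG00000015142) and DSP (ENSGALG00000012790) gave 0.44 and 0.41. Over all kept cells the junction median was 0.73, above the random lists. Both bulk lists come from other samples of the study, in which cells were labelled by an otic or an epibranchial enhancer.

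Between ss11 and ss15 the largest folds of named genes were smaller than between ss8 and ss11. The Wnt ligand gene WNT9B (ENSGALG00000001097) was at 36.1 CPM at ss15 against 6.02 at ss11 (log2 fold 2.40, 2.29 to 2.52), and WNT11 (ENSGALG00000000839) at 32.3 against 11.7 CPM (1.38). The homeobox gene TLX1 (ENSGALG00000007831) was at 103.2 against 26.1 CPM (1.94, 1.88 to 2.01), and LEF1 (ENSGALG00000031960), a transcriptional effector of Wnt signals, at 34.2 against 13.6 CPM (1.27). CPN1 (ENSGALG00000007090), a carboxypeptidase subunit gene, was at 118.4 against 38.9 CPM (1.58). VGLL2 (1.07) and SOHO-1 (1.01), both of them marker genes, were higher again. MSANTD1 (ENSGALG00000015628; 0.92), GCNT1 (ENSGALG00000015166; 0.91) and LYPD6B (ENSGALG00000028759; 0.90) completed the 10 highest.

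The secreted Wnt inhibitor gene DRAXIN (ENSGALG00000004631) was lower at ss15, at 25.2 against 68.4 CPM (-1.41, -1.48 to -1.34), and it is among the neural crest markers. The keratin genes KRT7 (ENSGALG00000034868), at 177.5 against 460 CPM (-1.37), and KRT18 (ENSGALG00000030002), at 161.6 against 310 CPM (-0.93), were also lower. So were the actin-severing gene SCIN (ENSGALG00000010770; -1.16), CRHBP (ENSGALG00000014994; -1.09), MYL4 (-1.08), FGF18 (-1.03), ASTL (-0.92), the Hedgehog pathway inhibitor gene SUFU (ENSGALG00000008096; -0.88) and the immediate early gene FOS (ENSGALG00000028037; -0.87). MYL4 and FGF18 had been higher at ss11 than at ss8, so ss11 held the highest of their 3 stage values. SOX10 was at 493 against 321 CPM (0.62), SOX8 at 128.2 against 158.7 CPM (-0.31) and LMX1A at 62.001 against 80.99 CPM (-0.38). NELL1 (0.17), GATA3 (0.11) and TFAP2E (0.0053) differed little. The median log2 fold of all 6739 genes measured was 0.0095. Of the 20 genes picked, 5 were picked again among otic-like cells alone, 9 among epibranchial-like cells alone, 10 over all kept cells and 13 with a minimum of 50 CPM. CPN1 turned to -0.20 among otic-like cells, and SOHO-1 to -0.46 and MYL4 to 0.066 among epibranchial-like cells.

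**Figure D2:**
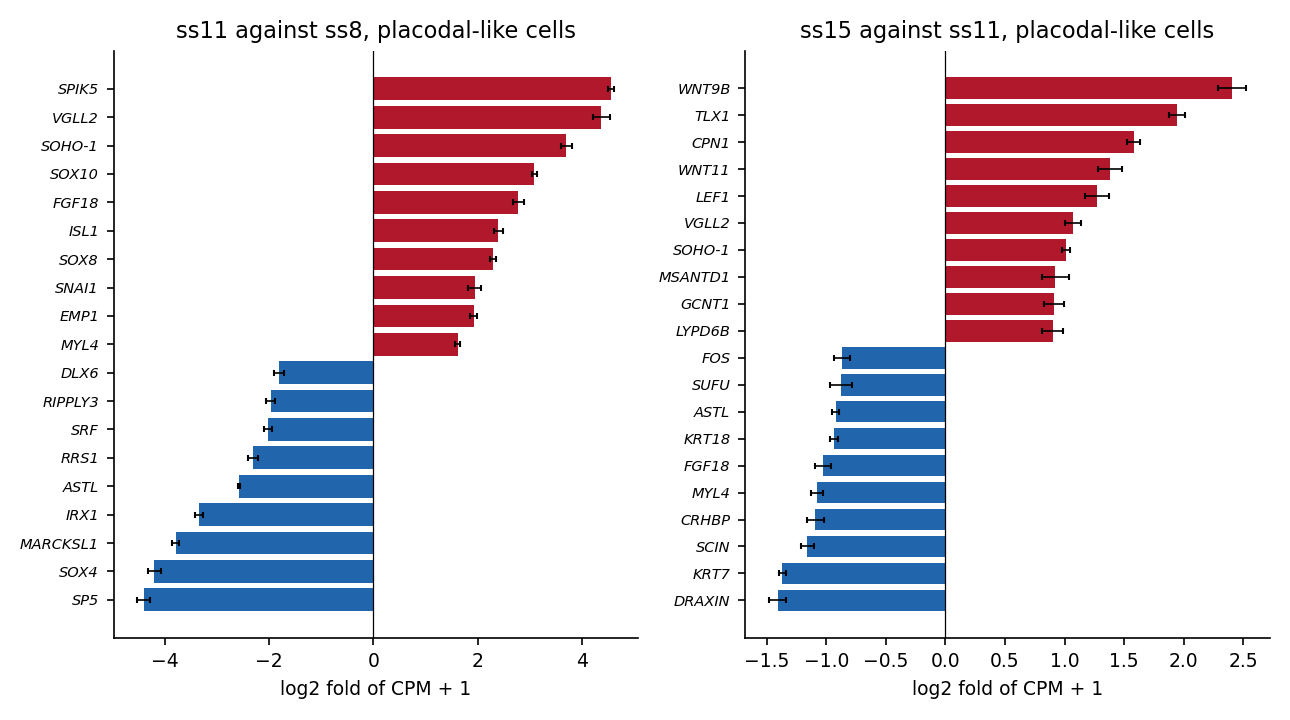
Log2 fold of summed CPM plus 1 in placodal-like cells, for the highest and lowest genes with a symbol at ss11 against ss8 (left) and ss15 against ss11 (right). Bars are folds and black lines intervals made from the exact 95% bounds of both counts, for counting error only. The left panel runs from 4.56 for SPIK5 to -4.41 for SP5, the right panel from 2.40 for WNT9B to -1.41 for DRAXIN.

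Over all placodal-like cells the bulk epibranchial list stood above matched random lists at ss15 against ss11, with 60 members higher and 44 lower (median 0.089, percentile 98.74). Neither class gave this: in epibranchial-like cells 60 members were higher and 67 lower (median -0.040, percentile 29.1), and in otic-like cells the list stood below (33 higher and 47 lower, median -0.18, percentile 0.01). WNT9B, TLX1, CPN1 and WNT11 led the list over all placodal-like cells. The bulk otic list stood below over all placodal-like cells, with 5 of 16 higher and 11 lower (median -0.30, percentile 0.33), and in epibranchial-like cells (3 of 10 higher, median -0.81, percentile 0.52). In otic-like cells it did not stand apart (10 of 21 higher, median -0.091, percentile 15.7). Of its members over all placodal-like cells DRAXIN, MYL4 and SUFU were lower and LEF1 was higher. Epithelial junction genes were evenly divided, 3 of 6 higher and 3 lower (median 0.14, percentile 85.51), with KRT18 lower and DSG2 (0.49) and CDH1 (0.49) higher. The epibranchial position was lost with a minimum of 50 CPM (median 0.064) and the otic one over all kept cells (median -0.092), where the junction genes stood above the random lists (median 0.29).

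Across the whole interval, ss15 against ss8, SOHO-1 (log2 fold 4.72), SOX10 (3.71) and SOX8 (1.997) were higher in placodal-like cells. Without ss8 plate 3 SOHO-1 gave 5.64. VGLL2 was at 69.04 against 0.599 CPM (5.45), TLX1 at 103.2 against 3.30 CPM (4.60) and WNT9B at 36.1 against 1.30 CPM (4.02). These ss8 values differed between plates, from 0.0543 to 1.498 CPM for VGLL2, 0.0987 to 7.79 CPM for TLX1 and 0 to 4.05 CPM for WNT9B. LMX1A (-0.27), TFAP2E (-0.57, or 0.014 without plate 3), GATA3 (-0.11) and NELL1 (0.16) differed by less. Detection at 10 CPM was lower at ss15 for LMX1A (33.8% against 55.9% of cells), TFAP2E (33.1% against 55.9%) and NELL1 (49.4% against 78.5%). The bulk epibranchial list stood above the random lists (56 higher and 58 lower, median -0.046, percentile 98.61), where the median of all 7427 genes was -0.24. The bulk otic list (7 of 20 higher, median -0.74, percentile 3.30) and the junction genes (4 of 6 higher, median 0.095, percentile 81.06) did not stand apart. The otic list did so with a minimum of 50 CPM (median -1.46), and the junction list over all kept cells (median 0.57).

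Otic-like and epibranchial-like cells of the same stage share a sort, a sequencer and a read layout, so their comparison is free of those differences. They differed in library complexity, with a median of 4807 genes per 500000 reads in otic-like and 5167 in epibranchial-like cells at ss11, and 4010.5 and 5078 at ss15. The median log2 fold over all genes measured was -0.021 at ss11 and 0.018 at ss15. Genes of the study's modules and the otic and epibranchial markers, among them SOX8, SOX10, LMX1A, SOHO-1, TFAP2E and NELL1, defined the classes and are not given as differences. Outside them, 88 genes with a symbol were measured at both stages. Of these, 7 were at least 2-fold higher in otic-like cells at both ss11 and ss15, and 21 in epibranchial-like cells. These counts are not corrected for complexity. With or without a symbol, 6431 genes were measured at both stages, and symbols favour genes of the study's bulk comparisons. The bulk epibranchial list is longer than the bulk otic list. The 7 and 21 therefore cannot show which class had more genes that differ. Higher in otic-like cells were the retinoid X receptor gene RXRG (ENSGALG00000040730), at 28.05 against 4.79 CPM at ss11 (log2 fold 2.33, 2.06 to 2.60), and SDC3 (ENSGALG00000035184), a heparan sulphate proteoglycan gene, at 34.3 against 7.09 CPM (2.12). At ss15 RXRG was at 48.3 CPM in otic-like cells against a single read in epibranchial-like cells (ratio 2117, 380 to 83625), and SDC3 gave 2.79. B3GAT1L (ENSGALG00000015075) gave 2.501 and 2.18 at the earlier and later stage. The placodal marker DLX3 (ENSGALG00000040529) gave 2.07 and 1.37, and DBNDD1 (ENSGALG00000000528) 2.13 and 1.06. MARCKSL1 gave 1.61 at ss11 and was at 22.3 against 7.23 CPM at ss15, and TCF7L1 (ENSGALG00000032656), a nuclear partner of beta-catenin, 1.41 and 1.101. RXRG is also a neural crest marker.

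Higher in epibranchial-like cells was TLX1, at 88.9 against 6.52 CPM at ss11 (-3.58, -3.76 to -3.40) and 250 against 16.6 CPM at ss15 (-3.83, -3.94 to -3.72). The homeobox gene NKX2-6 (ENSGALG00000000365), known from pharyngeal tissue, was at 23.1 against 3.16 CPM (-2.53) and 70.3 against 6.42 CPM (-3.27). AGR2 (ENSGALG00000010825), a protein disulphide isomerase gene of secretory epithelia, was at 104.7 against 8.24 CPM (-3.52) and 237.9 against 1.35 CPM (-6.67). The fibrillar collagen-associated gene COL14A1 (ENSGALG00000037675) gave -1.79 and -2.93. BLNK (ENSGALG00000006973) gave -3.57 and -3.28, ARHGAP8 (ENSGALG00000019261) -2.77 and -4.23, and the adhesion receptor gene ADGRG2 (ENSGALG00000016511) -3.12 and -2.64. TRABD2A (ENSGALG00000026395) gave -3.43 and -2.20, KAZALD1 (ENSGALG00000007837) -2.03 and -2.21, and PLEKHS1 (ENSGALG00000020679) -1.66 and -2.59. GATA3 was lower in otic-like cells at ss11 (-0.78) and higher at ss15 (0.69). Both values lie within the log2 fold of 1.06 that held 95% of unchanged simulated genes at ss15. The classes held 63 and 28 cells at ss11 and 70 and 50 cells at ss15. With a minimum of 50 CPM, 11 genes qualified and 6 of the 17 named here were among those named.

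**Figure D3:**
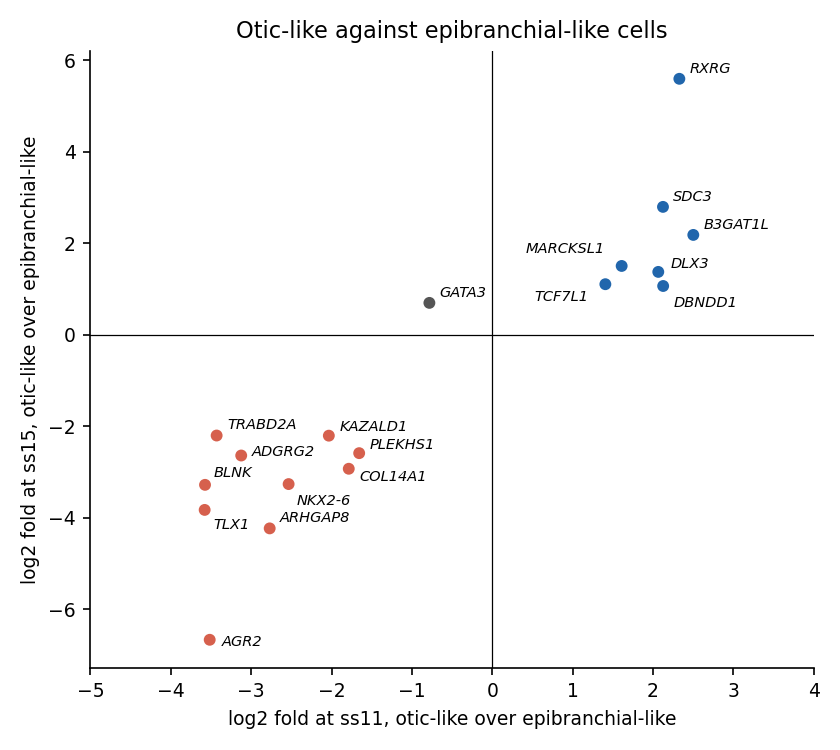
Log2 fold of summed CPM plus 1 in otic-like over epibranchial-like cells at ss11 (horizontal axis) and ss15 (vertical axis), 1 point per gene. The 7 blue genes were higher in otic-like cells and the 10 red genes higher in epibranchial-like cells at both stages, while GATA3 (grey) was at -0.78 and 0.69.

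The bulk lists separated the classes in the direction of their names, but this is not independent of how the classes were made. The study selected its modules partly by genes of this bulk comparison, and the classes were clustered on module genes. Leaving out the defining genes does not remove genes expressed together with them. With the defining genes left out, 10 of 14 measured bulk otic genes were higher in otic-like cells at ss11 and 12 of 14 at ss15 (medians 1.39 and 1.28, each above all random lists at percentile 100). B3GAT1L, RXRG, DBNDD1 and SDC3 led at ss11. The LIM-domain gene LMO4 (ENSGALG00000006252; 1.80) joined RXRG, SDC3 and B3GAT1L at ss15. Of the bulk epibranchial genes, 84 were lower and 19 higher in otic-like cells at ss11, and 76 of 99 were lower at ss15 (medians -0.75 and -0.77, percentile 0). C1QTNF12 (ENSGALG00000001857; -4.16), the homeobox gene NKX2-5 (ENSGALG00000002886; -3.91), TLX1 and BLNK led at ss11. AGR2, ARHGAP8, TLX1 and ATP6V1G3 (ENSGALG00000002207; -3.57) led at ss15. Epithelial junction genes did not stand apart (0 of 4 higher at ss11, median -0.43, percentile 3.01; 1 of 4 higher at ss15, median -0.28, percentile 5.81), although DSG2 gave -0.86 and -1.84. At ss11 the junction median fell outside the random lists with cells weighted equally (-0.50) or thinned (-0.49). With a minimum of 50 CPM, which left 4 members, the bulk otic median at ss15 (1.34) no longer stood apart.

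A central question of the study was whether progenitors carry otic and epibranchial transcripts in the same cell before the fates part. Of the otic genes SOX8 and LMX1A and the epibranchial genes TFAP2E and NELL1, 4 pairs could be formed. In cells thinned to 500000 reads, with at least 5 reads counted as detection, both genes of a pair were detected in a mean of 37.4% of placodal-like cells at ss8 (27.6 to 47.9, mean bounds of the 4 pairs), 22.6% at ss11 (16.4 to 29.8) and 14.8% at ss15 (9.77 to 21.3). SOX8 and NELL1 met in 44.1%, 33.5% and 18.8% of cells, and LMX1A and TFAP2E in 33.3% at ss8, 12.3% at ss11 and 16 of 160 cells at ss15. The product of the genes' own shares gave 37.7%, 23.9% and 17.9%, so the genes of a pair met about as often as their separate shares give at ss8 and ss11, and 3 points less often than that at ss15, within the counting intervals. By cluster the mean was 41.7% in the mostly ss8 unnamed placodal cluster 2, 20.1% in otic-like cells, 16.9% in epibranchial-like cells and 12.2% in unnamed placodal cluster 3. The 4 genes helped to define these clusters, so the clustering itself partly sets these means. Within cluster 2 the mean was 42.8% at ss8 and, in 19 cells, 40.8% at ss11 (19.9 to 64.7). Neural crest-like cells gave 11.7%, 3.92% and 3.75%. This is not a background level, since SOX8 was detected in 78.4% of them at ss11. The low values go with TFAP2E and NELL1 in 9.80% each and with LMX1A in 11.8%. Before thinning their median depths were 1304858, 1081488 and 862710 reads, against 1237641, 1004095 and 834563 in placodal-like cells. With 20 reads needed for detection the placodal-like means were 20.4%, 12.9% and 8.59%, and over all kept cells 17.2%, 14.7% and 10.6%. Fewer genes of any kind were detected per cell at the later stages.

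**Figure D4:**
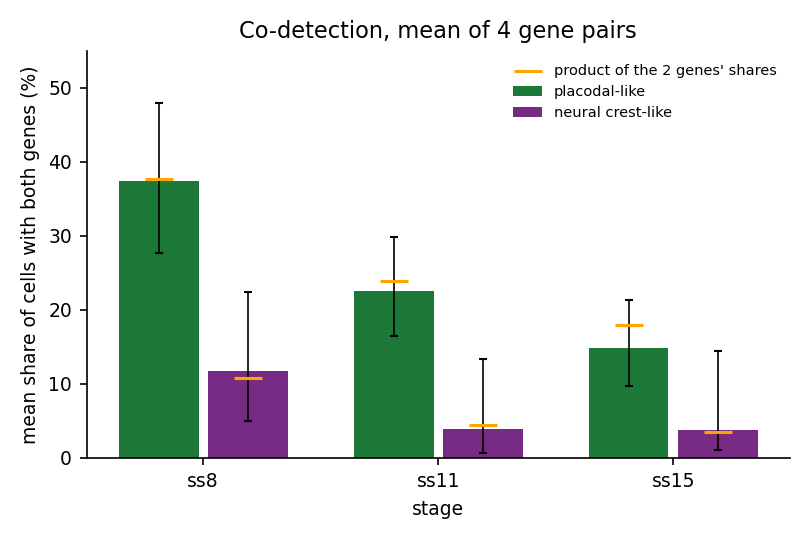
Mean share of cells, in percent, in which both genes of a pair were detected, over 4 pairs of an otic and an epibranchial gene at 500000 reads per cell. Bars are means, black lines the mean of the pairs' exact 95% bounds and orange marks the mean product of the genes' own shares. Placodal-like cells gave 37.4%, 22.6% and 14.8% at ss8, ss11 and ss15, and neural crest-like cells 11.7%, 3.92% and 3.75%.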

Values the study reported

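The study states that 288 EGFP-positive cells were collected at each stage. For the proportion of cells that co-express an otic and an epibranchial gene it gives a two-tailed Wilcoxon test with W = 214 and P = 0.0013 for progenitors against epibranchial cells, and W = 235 and P < 0.0001 for progenitors against otic cells. By in situ hybridization chain reaction it also reports that SOX8, LMX1A, FOXI3 and TFAP2E transcripts overlapped at the progenitor stage and separated later. From bulk sequencing it gives 103 genes up-regulated in Lmx1aE1-EGFP cells and 319 in Sox3U3-EGFP cells (log2 fold above 1.5, adjusted P < 0.05).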

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

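The tests of sequencer and read layout, of ss8 depth and of GFP depth, and the comparison within unnamed placodal cluster 2, were chosen after the results were seen. The limits of the tests of cluster mix, of libraries without GFP and of co-detection were set before those tests were run, with the stage values known. GFP reads were present in many cells outside the placodal class. In thinned cells at least 5 GFP reads were found in 81.7% of neural crest-like cells at ss8 (69.6 to 90.5), 13.7% at ss11 (5.70 to 26.3) and 27.5% at ss15 (14.6 to 43.9), against 97.8%, 78.7% and 80.6% of placodal-like cells. The level was lower in the crest cells: at ss8 their GFP was at 88.2 against 1450 CPM, and the median positive cell had 65.6 against 435 CPM (63.6 against 299 at ss11, 54.5 against 311 at ss15). Unnamed cluster 3 gave 85.6% at ss8. Unnamed cluster 5 gave 84.6%, 11.6% and 20.6% at the 3 stages, and unnamed cluster 9 gave 80%, 23.1% and 33.3%. Lower depth could not account for the lower shares at ss11 and ss15, as neural crest-like cells were not shallower (median 1081488 and 862710 reads, against 1004095 and 834563 in placodal-like cells). With the deeper of them set against the shallower placodal-like cells, unthinned, GFP was found in 17.1% of 35 against 76.9% of 78 cells at ss11 and 17.4% of 23 against 75% of 80 at ss15. The counting intervals lay at least 25.3 percentage points apart. Neural crest-like cells without GFP had at least 111.3% of the genes of placodal-like cells, so by gene number their libraries were not poorer. Gene number also differs between classes, and these cells were not compared with neural crest-like cells with GFP. Poorer libraries were therefore not excluded. The study also found low EGFP mRNA in its neural-like and neural crest-like clusters. It proposes that such cells first activated the reporter and later lowered its activity. GFP in crest cells may stem from such earlier activity or from ambient transcripts, and neither was tested.

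GATA3 lay on opposite sides at the 2 stages, at -0.78 in otic-like over epibranchial-like cells at ss11 and 0.69 at ss15. In the simulated cells 95% of unchanged genes lay within a log2 fold of 1.06 either way between the classes at ss15. Both GATA3 values lie within that spread, so the sampling of cells alone could give them. Changes between stages within a class were not simulated. From ss11 to ss15 several genes had opposite signs in the 2 classes. SOHO-1 gave 1.02 in otic-like and -0.46 in epibranchial-like cells, SOX10 0.76 and -1.44, TFAP2E 0.34 and -0.36, and GATA3 0.71 and -0.77. These differences between classes were not tested, and SOHO-1, SOX10 and TFAP2E helped to define the classes.

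The 10 genes lowest at ss11 against ss8, led by SP5, SOX4 and MARCKSL1, may partly reflect the sequencer and read layout, if these differed as the study's methods state and the series description does not. Of the 7 measurable in neural crest-like cells, 100% lay within 1 log2 of their placodal fold, which fits such an effect, although a biological difference shared by all tissues predicts the same. Deeper sequencing of ss8 is not expected to give such folds, since the number of reads leaves the expected CPM as it was. A set of 13 ss8 cells had fewer reads than the 77 ss11 cells they were set against. Their median log2 fold was -2.33 (-4.36 to -1.20), against -2.44 in all cells. This argues against depth as the cause for these 10 genes, though it rests on 13 ss8 cells. Thinning cannot test depth, as it also leaves the expected CPM unchanged. Within unnamed placodal cluster 2 the median was -2.19 (highest -1.13), so the mix of the 5 placodal clusters was not the whole cause. That cluster does not hold cell state fixed. In the clustering of all kept cells, 76 of its 99 cells lay in cluster 6, which held 89 ss8 cells and 1 ss11 cell. A different mix of states within it was therefore not excluded.

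The lower co-detection of SOX8 or LMX1A with TFAP2E or NELL1 at ss11 than at ss8 could follow from fewer genes detected per cell. Its ratio of 0.604 lay within the 0.285 to 0.749 of 2000 random sets of matched genes (median 0.469, percentile 86.6). The mean over these pairs thus fell less than most matched sets, but the pairs differed. SOX8 with TFAP2E went from 29.03% of placodal-like cells at ss8 to 25.2% at ss11, and SOX8 with NELL1 from 44.1% to 33.5%. LMX1A with TFAP2E went from 33.3% to 12.3%, and LMX1A with NELL1 from 43.01% to 19.4%. The smaller fall of the mean rests on the SOX8 pairs, and SOX8 itself was detected in more cells at ss11 (69.03% against 58.1%). Fewer genes detected per cell remains a possible explanation. Against it, the mean within unnamed placodal cluster 2 was 42.8% at ss8 and 40.8% at ss11 (19.9 to 64.7), although the median thinned cell had 7764.5 and 4597 genes. That rests on 19 ss11 cells of a cluster these genes helped to define, so it excludes nothing. In placodal-like cells the median thinned cell had 4769 genes at ss11 and 4594.5 at ss15. At ss15 against ss11 the ratio was 0.657, just below the 0.675 to 1.097 of random sets (median 0.872, percentile 1.65). With 1 read for detection it was 0.628 (percentile 0.4), further below the random sets, and with 20 reads 0.666 (percentile 4.75), within them. The ratios at 1 and 5 reads argue against fewer genes per cell as the whole cause, but the ratio at 20 reads does not. The explanation was therefore not excluded. The counting intervals of the co-detection shares at ss11 (16.4 to 29.8) and ss15 (9.77 to 21.3) overlap, so the size of the fall is uncertain. That overlap does not bear on its cause.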

How the results depend on the processing

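The counts of all libraries separately, the GFP-positive cells and the comparisons within otic-like, epibranchial-like or unnamed placodal cluster 2 cells were chosen after the results were seen. No paired analysis was possible because replicate numbers follow only the order of accessions and no result comes from a test. The alternative without a mitochondrial filter was not run, as that filter was not applied. Under the alternatives 27 values moved, 6 were stronger, 4 weaker and the rest stayed the same. Of single-gene values 389 moved, 3 were reversed and the rest stayed.

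With 2000 genes and 1000000 reads required, 81.8%, 51.4% and 25.9% of cells were kept. The placodal-like share was 48.5% at ss11 and 52.8% at ss15 at resolution 2, and 89.1% and 85.4% among cells with GFP reads. With 2000 variable genes the otic-like share was 30.97% at ss11 and 21.9% at ss15, and the epibranchial-like share 0% at ss8, 0% at ss11 and 0% at ss15, since no cluster earned that name. Thinned cells gave 31.6% otic-like and 25.2% epibranchial-like at ss11. With all ss8 libraries separate, the epibranchial-like share at ss15 was 39.5%.

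Of 20 genes named at ss11 against ss8, 13 were picked again over all kept cells and 10 within unnamed placodal cluster 2. At ss15 against ss11 the numbers were 13 at 50 CPM, 10 over all kept cells, 5 in otic-like and 9 in epibranchial-like cells. Reversed were CPN1 (-0.20, otic-like cells), SOHO-1 (-0.46) and MYL4 (0.066, both epibranchial-like cells). Of 17 genes in the otic and epibranchial comparison, 6 were picked again at 50 CPM.

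Bulk epibranchial medians no longer stood apart at ss11 against ss8 in thinned cells (-0.090) and at ss15 against ss11 at 50 CPM (0.064). Bulk otic medians did not at ss15 against ss11 over all kept cells (-0.092) and between the classes at ss15 at 50 CPM (1.34). They did at ss15 against ss8 at 50 CPM (-1.46). Junction genes stood apart over all kept cells (0.73 at ss11 against ss8, 0.29 at ss15 against ss11, 0.57 at ss15 against ss8), and between the classes at ss11 with cells weighted equally (-0.50) or thinned (-0.49). Co-detection with 20 reads was 20.4%, 12.9% and 8.59%, and over all kept cells 17.2% at ss8 and 14.7% at ss11. For all results that moved, the cause was not tested.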

Other observations

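The genes in these paragraphs were chosen after the values were seen. Several genes outside the markers separated neural crest-like from placodal-like cells. ZEB2 (ENSGALG00000040465), a zinc finger repressor gene, was higher in them by a log2 fold of 5.91 at ss8, 4.83 at ss11 and 3.99 at ss15. The collagen gene COL9A3 (ENSGALG00000005628) gave 4.69, 4.46 and 4.59, and the fatty acid binding protein gene FABP7 (ENSGALG00000038933) 2.30, 3.34 and 3.42. The fatty acid hydroxylase gene FA2H (ENSGALG00000002775) was lower, at -8.30, -7.71 and -6.91, and AGR2 had 0, 1 and 4 reads in all neural crest-like cells of the 3 stages. Within these cells SOX8 (2.81), SOX10 (2.34) and HEYL (ENSGALG00000034986; 2.102) were higher at ss11 than at ss8, and SOX4 (-4.90), MARCKSL1 (-4.43) and ZIC2 (ENSGALG00000041083; -3.99) lower. That comparison is between different clusters, as 57 of 60 neural crest-like cells at ss8 lay in cluster 8 and 49 of 51 at ss11 in cluster 4. At ss15 against ss11 EBF2 (ENSGALG00000000242; 2.36), the small heat shock gene CRYAB (ENSGALG00000007945; 1.99) and SNAI1 (1.74) were higher, and ASTL was at 55.99 against 1330 CPM (-4.55).

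Unnamed cluster 9 had cardiac actin gene ACTC1 (ENSGALG00000009844) at 989 against 15.0 CPM in all other cells (5.95), with SNAI1 (3.61), EBF2 (2.76) and EBF3 (ENSGALG00000010461; 2.74). Unnamed cluster 5 was higher in CRYAB (2.60), ZIC1 (ENSGALG00000040532; 2.504) and ZEB2 (1.76), and the ss8 cluster 3 in RGCC (ENSGALG00000016954; 2.41), ST8SIA1 (ENSGALG00000013211; 2.28), FABP7 (1.78) and ZIC2 (1.71). Cluster 3 held only ss8 cells, so its differences from the other cells include those of stage and batch. Among otic-like cells AvBD5 (ENSGALG00000042193; 1.79) and the netrin receptor gene UNC5B (ENSGALG00000004569; 1.20) were higher at ss15 than at ss11, and CRHBP lower (-2.01). Among epibranchial-like cells LEF1 (2.67) and CPN1 (2.45) were higher, and SCIN (-2.36) and KRT7 (-2.13) lower. Within otic-like cells the bulk epibranchial list lay below random lists at ss15 against ss11 (median -0.18, percentile 0.01), and within epibranchial-like cells the bulk otic list did (median -0.81, percentile 0.52).

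The near-identical ss8 libraries lay in wells A to H of columns 9 and 10 of plate 1. No pair was identical in every count, and the 8 pairs are treated as the same cells sequenced again.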
